A study of Flaveria robusta and Flaveria ramosissima and Flaveria trinervia with 18 samples.

How the data were processed

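Transcript abundance was measured by RNA sequencing of newly expanded mature leaves from 3 species of Flaveria, a genus of the daisy family that holds closely related plants with different kinds of photosynthesis. F. robusta uses the C3 pathway, F. ramosissima is a C3–C4 intermediate and F. trinervia uses the C4 pathway, in which CO2 is concentrated around Rubisco in the bundle sheath. Plants of each species were kept under a control light of 500 or a high light of 1400 µmol photons m−2 s−1, with 3 replicates for each species and light level, which gave 18 libraries in 6 groups. The growth description names a lower chamber light than either level, and the length of the high-light exposure is not given in the sources used here. The labels do not say whether the replicates of a group were separate plants. The p-values therefore measure only the spread between these samples, which may be technical.

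The authors deposited 1 table of TPM values (transcript abundance corrected for gene length and set relative to the library total) for all libraries. Per the labels, libraries were sequenced as paired-end reads of 150 bp, and the submitters' processing notes name RSEM, which estimates transcript abundance from reads, and edgeR, without versions. The reference the reads were matched to, and the way rows were paired between the species, are not given in the sources used here. Since each value is relative to the total of its own library, a rise of some genes lowers all others. TPM keeps no read depth, so the depth of each library is unknown and no counting interval or detection floor was computed. A value of 0 is described as listed at 0. Column names end in a letter and a replicate number in F. trinervia, and in the reverse order in F. robusta and F. ramosissima. H was read as high light and L as control light, the only other level of each species, which the labels do not spell out.

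The table held 30041 rows named only by a gene number. Of these, 1 row ran on into the next without a line break and was left out, and 929 of the remaining 30040 were at 0 in every library. The files do not pair the gene numbers with gene names. The 21 gene lists and the rule for named genes that were fixed before the data were examined, which rest on Arabidopsis identifiers, therefore could not be used. Called genes are described by their numbers and by abundance class, and 4 gene numbers are printed. These 4 were chosen after their values were seen. They are, among genes of F. trinervia called both in the model of all libraries and in the species alone, with a mean of at least 5 TPM in the higher group and groups that did not overlap, the 2 with the largest rise and the 1 with the largest fall, and the 1 gene called lower in all 3 species.

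Values were transformed to log2(TPM + 1), and a fold change on this scale understates the change of genes of low abundance. Genes with a mean of at least 1 TPM over the 18 libraries were tested, which left 18911. The main test was limma (version 3.58.1, R version 4.3.3; lmFit and eBayes with an abundance trend, two-sided) in 1 model of the 6 groups with 12 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over the tested genes, with a threshold of 0.05. The contrasts were the light response of each species, the 3 differences in light response between species and the 3 species differences under control light. Similarity of 2 light responses was measured as Pearson and Spearman correlation across genes and as overlap of called genes, with Fisher's exact test. Correlations were also set against all 200 relabellings of light level within both species. Values of whole libraries were compared by exact permutation tests, two-sided. With 3 against 3 libraries the smallest p such a test can give is 0.1.

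The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter other than a value above 0, a filter at a mean of 5 TPM, scaling by the median ratio of the libraries compared, quantile normalization, the replicate number as a block, each species fitted alone, and leaving out each library. After the data were examined, further settings were added. They were species weights (limma arrayWeights with the species as variance group), rows numbered up to 19000, genes at a mean of at least 1 TPM in both species compared, F. trinervia without its high light replicate 2 and control replicate 3, each species alone with the replicate block, and the replicate number alone as a block for the species differences. The closing section gives their effect.

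The scripts were tested on simulated data built on the means and the replicate spread of the real libraries, with the spread kept separate for each species. Errors were drawn independently for each gene, so simulated libraries hold no deviation shared by many genes. False calls in the real libraries may therefore be more frequent than in the simulated ones. With no changed gene among the 18911, the model of all libraries called 59 genes for light in F. robusta, 170 in F. ramosissima and 1 in F. trinervia. Each species alone called 0 of 15167, 2 of 18262 and 0 of 15110 genes. Species weights gave 33, 70 and 75 such false calls. For the differences in light response, the model of all libraries called 35 genes for F. ramosissima minus F. robusta, 1 for F. trinervia minus F. robusta and 18 for F. trinervia minus F. ramosissima. With 200 genes changed per species, the model of all libraries recovered 40% of 2-fold and 82% of 4-fold changes in F. robusta, 50% and 84% in F. ramosissima, and 40% and 87% in F. trinervia, with 157, 282 and 20 false calls. Each species alone recovered 0% and 31% in F. robusta, 0% and 42% in F. ramosissima, and 65% and 84% in F. trinervia, with 2, 3 and 9 false calls. Counts from both fits are therefore printed beside each other for each light response. The simulated changes were placed only in genes with a mean of at least 5 TPM in the species, in 1 simulated data set. The recovered percentages therefore do not cover genes of lower abundance or a response of many more genes.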

Results

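The data were TPM values of 30040 gene rows in leaves of 3 Flaveria species, F. robusta (C3), F. ramosissima (C3–C4 intermediate) and F. trinervia (C4), each under control light (500 µmol m−2 s−1) and high light (1400 µmol m−2 s−1) with n = 3 libraries per group. The design asked how leaf transcript abundance responded to high light in each species and how the responses differed along the step from C3 to C4 photosynthesis. Each kind of photosynthesis was held by a single species, so a difference between species cannot be assigned to the pathway. The TPM values of a library summed to between 903641 and 929124, and read depth is unknown. Of the row numbers up to 34039, 3998 were not in the table. Shares of TPM below are percentages of the sum of the listed rows of a library. A mean of at least 1 TPM was reached by 10651 rows in all 3 species. A further 1632 rows reached it in F. robusta alone, 4370 in F. ramosissima alone and 1144 in F. trinervia alone.

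The spread between replicates was smallest in F. trinervia. Among genes with a species mean of at least 5 TPM, the median SD of log2 values within a group was 0.163 under control light and 0.166 under high light in F. trinervia, 0.288 and 0.443 in F. robusta, and 0.360 and 0.341 in F. ramosissima. The closest replicates were F. trinervia high light 1 and 3 (r = 0.994 across genes) and F. trinervia control 1 and 2 (r = 0.991). Their log2 ratios still had SDs of 0.184 and 0.220 across genes, so they were not copies and were kept as separate libraries. The closest pair of another species was F. robusta high light 1 and 3 (r = 0.965). Whether the close pairs of F. trinervia came from separate plants is unknown. If they did not, the spread of this species is understated and its counts below are too high. In F. trinervia the first principal component held 62.9% of the variance and separated the light levels. In F. robusta the light levels were separated on the second component, with 28.8%, while the first, with 37.2%, set high light 2 and control 3 apart from high light 1 and 3. In F. ramosissima neither of the first 2 components separated them.

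**Figure D1:**
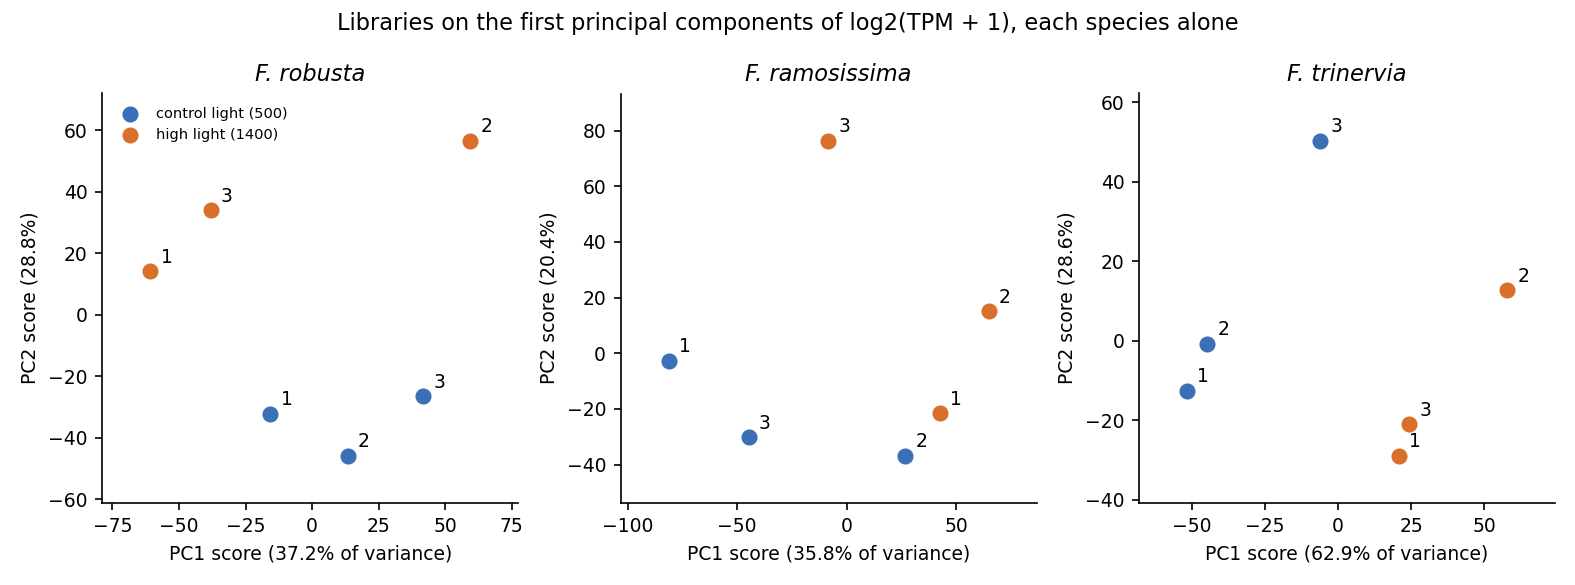
Scores of the 6 libraries of each species on the first 2 principal components of log2(TPM + 1); points are libraries with their replicate number, blue for control light (500 µmol m−2 s−1) and orange for high light (1400 µmol m−2 s−1). Light levels lie apart on the horizontal axis only in F. trinervia, where that axis holds 62.9% of the variance.

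In the C4 species F. trinervia, many genes changed under high light beyond the spread of its replicates. In the limma model of all libraries, 1311 of 18911 genes passed an adjusted p of 0.05, with 292 higher and 1019 lower under high light. With F. trinervia fitted alone, 6198 of 15110 genes passed, with 975 higher and 5223 lower, and 1295 genes were called in both fits, each in the same direction. Most changes were small. In the species alone, the median change was 0.71 on the log2 scale among genes that rose and −0.67 among genes that fell, and 82.7% of called genes changed by less than 2-fold. All 3 high-light libraries lay above all 3 control libraries for 1419 genes and below them for 6860, together 54.8% of 15110 genes. Over the 10 splits of 3 and 3 this share averages at most 10%. The count was made without scaling between libraries, so it includes any shift of whole libraries.

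The balance of rises and falls in F. trinervia depended on the scaling between libraries. The median log2 change over 13786 genes with a species mean of at least 1 TPM was −0.29 (exact permutation p = 0.1, the smallest possible, adjusted p = 0.3 over 3 species), so the typical gene lost share of the total. After median-ratio scaling this median was 0.0043. Genes higher under high light then made up 80% of 988 calls (790 higher, 198 lower), against 22.3% before. In the species alone they made up 58.0% of 3484 calls (2020 higher, 1464 lower), against 975 higher and 5223 lower before. Quantile normalization gave 60.8% of 878 calls. The count also depended on single libraries. The model of all libraries called 237 genes without control 1, 230 without control 2, 522 without high light 1, 311 without high light 2 and 454 without high light 3. The species alone called 3757 genes without control 1, 3140 without control 2 and 3866 without high light 3. Without both high light 2 and control 3, which leaves only the closest pairs of replicates, it called 8269.

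**Figure D2:**
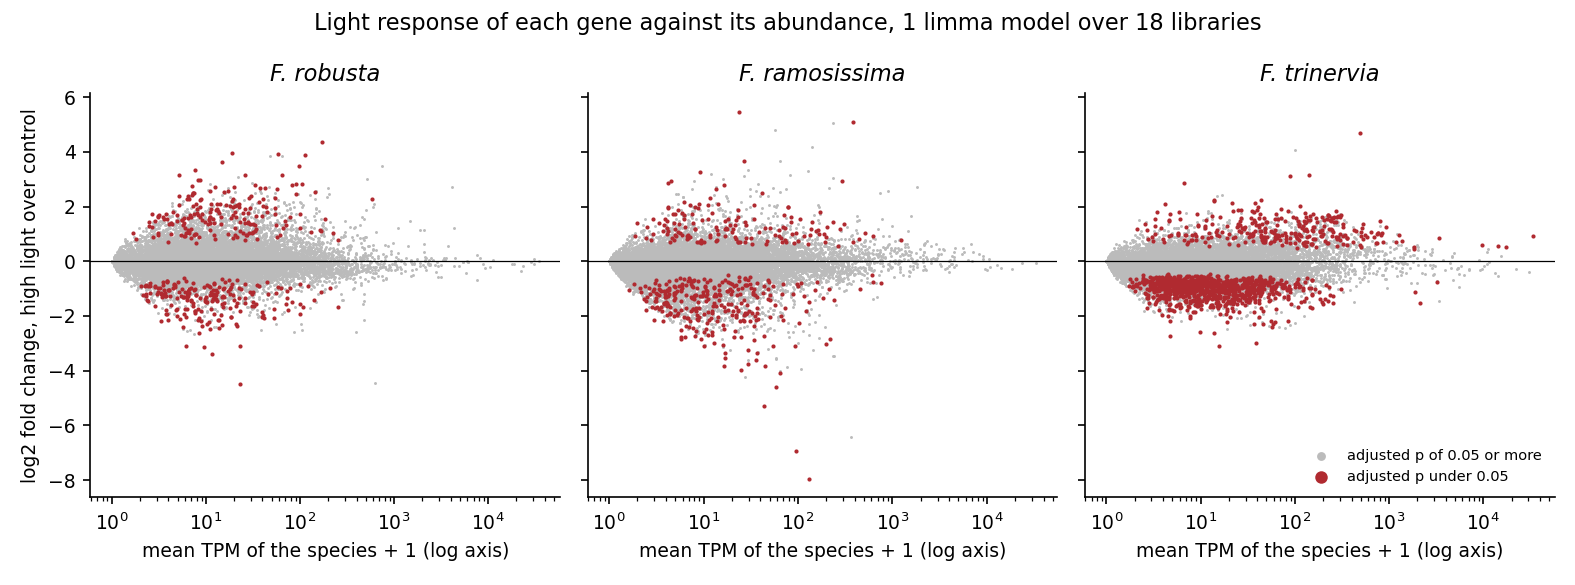
Log2 fold change of each of 18911 genes (high light over control, vertical axis) against its mean TPM in the species plus 1 (log axis); red points passed an adjusted p of 0.05 in the limma model of all 18 libraries. Red points number 404 in F. robusta, 443 in F. ramosissima and 1311 in F. trinervia, where most lie below 0 at low abundance.

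The direction of change in F. trinervia differed between classes of transcript abundance, without a steady trend up to the most abundant genes. Among 110 genes with a mean above 1000 TPM, 22 rose and 16 fell in the species alone, with a median log2 change of −0.0265, against 0.168 between 100 and 1000 TPM. Among 928 genes with a mean between 100 and 1000 TPM, 274 rose and 150 fell in the species alone. Among 5906 genes between 10 and 100 TPM, 484 rose and 2343 fell, and among 7609 genes between 1 and 10 TPM, 182 rose and 2559 fell. Not all of the 7609 genes passed the filter for testing. The 182 and 2559 were 2.66% and 37.4% of those tested. Relative to the overall shift, that is after median-ratio scaling, 39 genes above 1000 TPM rose and 2 fell, 426 genes between 100 and 1000 TPM rose and 37 fell, 1065 between 10 and 100 TPM rose and 584 fell, and 465 between 1 and 10 TPM rose and 784 fell. Genes between 100 and 1000 TPM took 23.4% ± 0.801 of all listed TPM under control light and 27.0% ± 1.15 under high light (SD, n = 3). The share of genes between 10 and 100 TPM was 20% ± 0.85 and 18% ± 0.34, and that of genes between 1 and 10 TPM was 4.02% ± 0.379 and 3.06% ± 0.141. The 3 high-light libraries lay wholly above or below the controls in each of these classes (exact permutation p = 0.1, the smallest possible, adjusted p = 0.4 over 12 tests). The 110 genes above 1000 TPM took 52.1% at both light levels (SD 2.04 and 1.64). The 10 most abundant genes took 19.5% ± 0.4 under control light and 21.1% ± 0.153 under high light, and 14726 ± 481 and 14011 ± 170 genes reached 1 TPM (exact permutation p = 0.1 for both, adjusted p = 0.45 over 9 tests). The difference in the number of genes was −714, and −438 without control 3. The number was also lower under high light in F. ramosissima, at 17695 ± 852 and 16735 ± 440 (exact permutation p = 0.3). In F. robusta it was 15058 ± 561 and 14664 ± 699 (exact permutation p = 0.6).

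**Figure D3:**
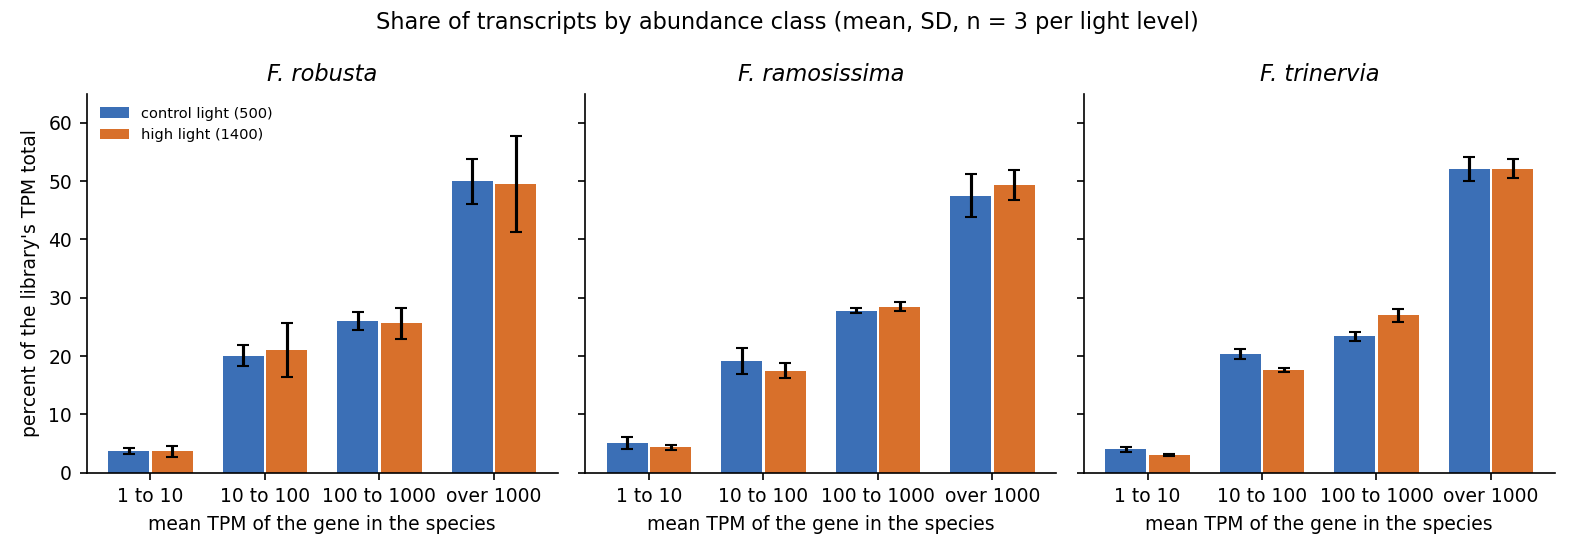
Percent of the summed TPM of a library's listed rows taken by genes of 4 abundance classes, set by the mean TPM of the gene in the species. Bars are means of 3 libraries per light level and error bars are SDs. In F. trinervia the class from 100 to 1000 TPM takes 23.4% under control light and 27.0% under high light, while the classes from 1 to 10 and from 10 to 100 TPM take less under high light.

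In the C3 species F. robusta, few single genes passed against the spread of its own replicates. Fitted alone, 2 of 15167 genes passed, 1 higher and 1 lower, while 1651 had an unadjusted p under 0.05. The limma model of all libraries called 404 genes, with 194 higher and 210 lower. That model uses 1 spread per gene for all species, and it called 59 genes in simulated data without any change. Species weights gave 157 genes. All 3 high-light libraries lay above all 3 controls for 876 genes and below them for 1478, together 15.5% of 15167 genes. Over the 10 splits of 3 and 3 this share averages at most 10%. The other splits were not counted in this way, and genes of a library can move together. An excess over chance was therefore not shown. The median log2 change over genes of at least 1 TPM was −0.073, and genes between 100 and 1000 TPM took 26.0% ± 1.55 of TPM under control light and 25.6% ± 2.72 under high light (exact permutation p = 0.8). The direction of both depended on single libraries. The median was −0.203 without high light 1 and 0.109 without high light 2, and the change of the share, −0.344 percentage points, was −1.17 without high light 3, 0.549 without control 1 and 1.22 without high light 2. Genes higher under high light made up 48.0% of the 404 calls and 64.4% of 648 calls (417 higher, 231 lower) after median-ratio scaling. Single libraries turned this balance as well, with 285 higher and 137 lower without control 1, 815 and 236 without high light 2, 45 and 109 without control 2, and 122 and 366 without high light 1. Without high light 2, 1051 genes were called in the model of all libraries and 126 in the species alone. The model of all libraries called 154 genes without control 2 and 91 without high light 3, and the species alone called 31 without control 1, 22 without control 3, and 0 without control 2, high light 1 or high light 3.

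In the C3–C4 intermediate F. ramosissima, 4 of 18262 genes passed in the species alone, 2 higher and 2 lower, while 1777 had an unadjusted p under 0.05. The limma model of all libraries called 443 genes, with 149 higher and 294 lower, against 170 in simulated data without any change. Species weights gave 136 genes. Of the 443 calls, 68.4% (303) lay in rows numbered above 19000, which held 9807 of the 18911 tested rows. This share was 44.3% of the calls in F. robusta and 45.6% in F. trinervia. Tested rows at 0 in every library of those species cannot be called there, which may lower their shares. In F. ramosissima all 3 high-light libraries lay above all 3 controls for 881 genes and below them for 1883, together 15.1% of 18262 genes. Here too the average over the 10 splits is at most 10%, and an excess over chance was not shown. The median log2 change over genes of at least 1 TPM was −0.12, and 0.030 after median-ratio scaling, which turned the balance to 280 higher and 230 lower (54.9% higher, against 33.6%). Without 1 library this median was between −0.215 (without control 2) and −0.0495 (without control 1). Quantile normalization gave 551 higher and 453 lower. Genes between 100 and 1000 TPM took 27.8% ± 0.393 and 28.5% ± 0.795 of TPM (exact permutation p = 0.3). The model of all libraries called 1398 genes without control 2, 267 without high light 2 and 666 without high light 3. The species alone called 2 genes without control 1, 2 without control 2, 1 without control 3 and 2 without high light 2.

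The light responses were compared between species by their own test. F. trinervia differed from F. robusta in 587 genes, with 153 more positive and 434 more negative in F. trinervia, and from F. ramosissima in 603 genes, with 234 more positive and 369 more negative. F. ramosissima differed from F. robusta in 337 genes, with 102 more positive and 235 more negative. Species weights gave 1409, 427 and 104 genes for these 3 comparisons. The signs depended on scaling and on single libraries. Without F. trinervia high light 2 and control 3, 146 genes were more positive and 142 more negative for F. trinervia minus F. robusta, and 179 and 167 for F. trinervia minus F. ramosissima. For the latter, the split was 409 and 397 without F. trinervia control 3 alone, and 574 and 492 without F. ramosissima control 2. After median-ratio scaling, 435 genes were more positive and 456 more negative for F. trinervia minus F. robusta (48.8% against 26.1% positive), and 331 and 220 for F. trinervia minus F. ramosissima (60.1% against 38.8%). Quantile normalization gave 57.0%, 47.1% and, for F. ramosissima minus F. robusta, 42.6% positive against 30.3%. The change in the share of genes between 100 and 1000 TPM was 3.59 percentage points in F. trinervia and −0.344 in F. robusta, a difference of 3.93 (exact permutation p = 0.095, adjusted p = 0.33 over 6 tests), and 0.647 in F. ramosissima, 2.94 below F. trinervia (exact permutation p = 0.11, adjusted p = 0.33). Leaving out 1 library moved the change from −1.17 to 1.22 in F. robusta, from 0.279 to 1.07 in F. ramosissima and from 2.92 to 3.99 in F. trinervia. The permutations of these differences relabel light within both species, which removes both light responses at once. They therefore test for a change in either species and not for a difference between them.

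Single libraries moved these counts by more than 1.5 times. For F. trinervia minus F. robusta, the count was 358 without F. robusta control 2, 307 without its high light 1, 2477 without its high light 2 and 212 without its high light 3. It was 141 without F. trinervia control 1, 128 without control 2, 227 without high light 1, 161 without high light 2 and 236 without high light 3. For F. trinervia minus F. ramosissima, it was 1066 without F. ramosissima control 2, and 137, 117, 248, 182 and 243 without the same 5 F. trinervia libraries. For F. ramosissima minus F. robusta, it was 539, 158, 1194 and 112 without F. robusta control 1, control 2, high light 2 and high light 3, and 1109 and 204 without F. ramosissima control 2 and high light 2.

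Log2 changes of light were not positively correlated between species, and the number of genes called in 2 species depended on scaling and on single libraries. Across 18911 genes, Pearson's r was −0.12 between F. robusta and F. ramosissima (Spearman's rho −0.046), −0.13 between F. robusta and F. trinervia (rho −0.096) and −0.0097 between F. ramosissima and F. trinervia (rho −0.054). Genes are not independent replicates. Among the 200 relabellings of light within both species, the exact permutation p was 0.12, 0.2 and 0.82 (adjusted p 0.3, 0.3 and 0.82). F. robusta and F. trinervia shared 24 genes called lower, against 11.3 for independent lists (one-sided Fisher's exact p = 0.000419, adjusted p = 0.00251 over 6 tests), and 3 called higher, against 3.00. A further 21 genes were called in opposite directions, against 13.7. F. robusta and F. ramosissima shared 8 lower and 4 higher genes, against 3.26 and 1.53 (Fisher's exact adjusted p = 0.0516 and 0.135), with 13 in opposite directions, against 4.67. F. ramosissima and F. trinervia shared 14 lower genes and 1 higher gene, against 15.8 and 2.3 (Fisher's exact adjusted p = 0.865 and 0.902), with 16 in opposite directions, against 12.6. These overlaps rest on the calls of the model of all libraries, of which those in F. robusta and F. ramosissima mostly did not pass in the species alone. After median-ratio scaling, F. robusta and F. trinervia shared 13 genes in the same direction, against 27 before, and leaving out 1 library gave from 6 (without F. trinervia control 2) to 62 (without F. robusta high light 1). F. ramosissima and F. trinervia shared 15 genes in the same direction, 26 after median-ratio scaling, and from 4 (without F. trinervia control 1) to 80 (without F. ramosissima control 2) when 1 library was left out. F. robusta and F. ramosissima shared 12, 24 after quantile normalization, 2 with species weights, and from 2 (without F. ramosissima high light 2) to 19 (without F. robusta high light 2). Calls of different species share 1 spread per gene in this model, so independent lists are not the value expected without a shared response, and the excess is not read as one.

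The 4 printed genes were chosen after their values were seen, and the files do not pair their numbers with names. Gene24280 had 38.7 ± 18.8 TPM under control light and 934 ± 81.7 under high light in F. trinervia (SD, n = 3), a log2 change of 4.67 (SE 0.86, limma adjusted p = 0.00699; 0.00351 in the species alone). In F. robusta it had 777 ± 212 and 2150 ± 649 TPM, a log2 change of 1.46 (limma adjusted p = 0.506; 0.159 in the species alone), and in F. ramosissima 282 ± 222 and 458 ± 427 TPM (limma adjusted p = 0.668). The difference in response between F. trinervia and F. robusta did not pass (3.21, SE 1.2, limma adjusted p = 0.154). Gene22948 had 26.6 ± 7.24 and 251 ± 85.9 TPM in F. trinervia, a log2 change of 3.16 (SE 0.38, limma adjusted p = 0.0011). Its response in F. trinervia exceeded that in F. robusta, where it had 0.417 ± 0.371 and 0.760 ± 0.911 TPM, by 2.94 (SE 0.54, limma adjusted p = 0.0127), and that in F. ramosissima, where it had 113 ± 24.1 and 202 ± 68.6 TPM, by 2.36 (SE 0.54, limma adjusted p = 0.0305). In F. robusta the gene was near 0, where log2(TPM + 1) compresses any change. The difference of 2.94 therefore does not compare 2 measured light responses.

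Gene24865 fell in F. trinervia from 27.2 ± 11.8 to 2.1 ± 0.867 TPM, a log2 change of −3.11 (SE 0.53, limma adjusted p = 0.00468; 0.00459 in the species alone). In F. ramosissima it had 18.6 ± 16.7 and 2.52 ± 0.538 TPM, a log2 change of −2.16 (limma adjusted p = 0.0458; 0.423 in the species alone). That call was lost without control 1 (limma adjusted p = 0.152), high light 1 (0.104), high light 2 (0.1) or high light 3 (0.0663), and with species weights (0.338). In F. robusta it had 133 ± 67.7 and 84.2 ± 39.0 TPM (limma adjusted p = 0.748). Gene01202 was the 1 gene called lower in all 3 species, and 0 genes were called higher in all 3. It had 17.1 ± 3.14 and 8.28 ± 0.637 TPM in F. robusta, 23.5 ± 4.98 and 12.9 ± 1.33 TPM in F. ramosissima, and 45.7 ± 2.40 and 24.3 ± 2.29 TPM in F. trinervia. Its log2 changes were −0.95, −0.81 and −0.89 (SE 0.18 each, limma adjusted p = 0.0137, 0.0263 and 0.0102). In each species all 3 high-light libraries lay below all 3 control libraries. Fitted alone, it passed in F. trinervia (limma adjusted p = 0.00441) and not in F. robusta (0.271) or F. ramosissima (0.439). After median-ratio scaling the limma adjusted p was 0.0514 in F. ramosissima and 0.0954 in F. trinervia. In F. ramosissima it was also 0.0563 after quantile normalization and 0.164 with species weights. The call in F. ramosissima was lost without control 1 (limma adjusted p = 0.088), high light 1 (0.0539) or high light 2 (0.0866), and that in F. trinervia without control 2 (0.0612) or high light 2 (0.0578). The latter was also lost without both high light 2 and control 3 (limma adjusted p = 0.0967).

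**Figure D4:**
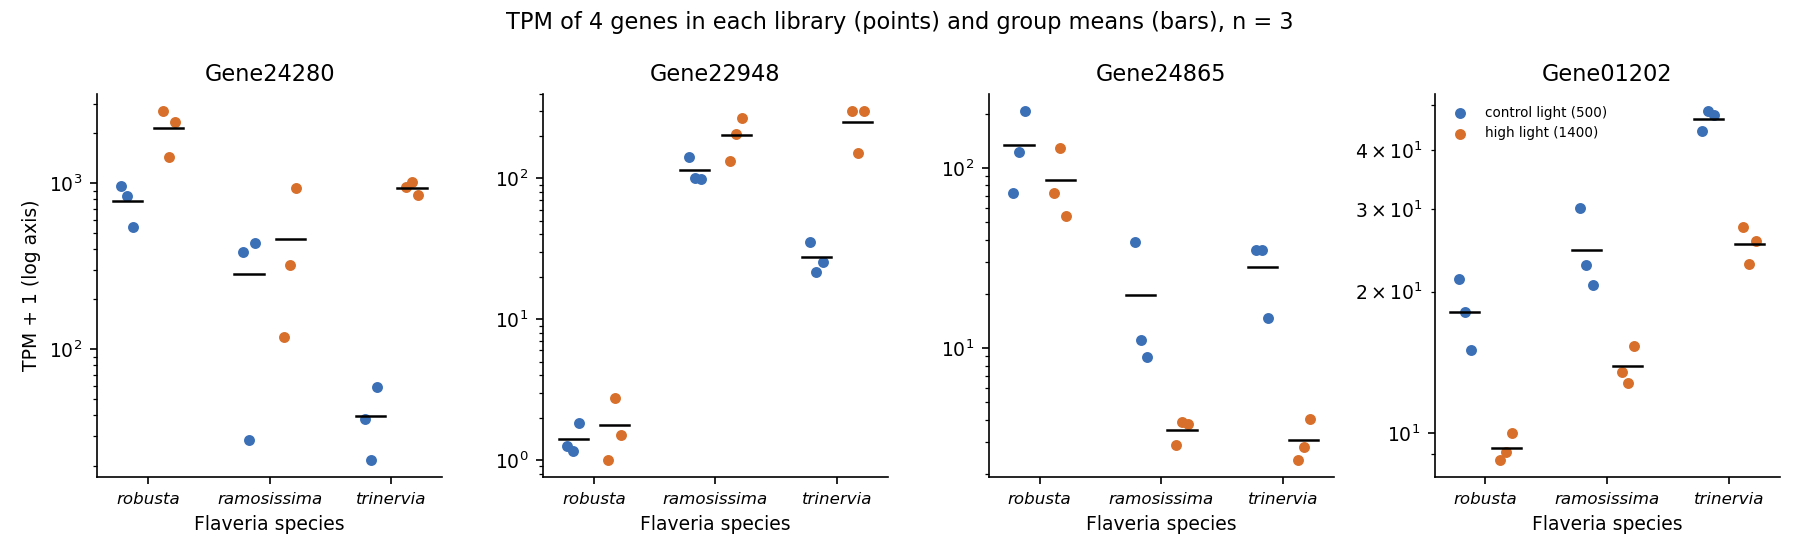
TPM plus 1 (log axis) of 4 genes in each library; points are the 3 libraries per group, black bars are group means, blue is control light (500 µmol m−2 s−1) and orange is high light (1400 µmol m−2 s−1). Gene24280 and Gene22948 are higher under high light in F. trinervia, Gene24865 is lower there, and Gene01202 is lower under high light in every species.

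Under control light, the species differed in many of the 18911 tested genes. Between F. ramosissima and F. robusta, 12481 genes passed, with 5526 higher and 6955 lower in F. ramosissima. Between F. trinervia and F. robusta, 9271 passed, with 4994 higher and 4277 lower in F. trinervia, and between F. trinervia and F. ramosissima 12993 passed, with 7437 higher and 5556 lower in F. trinervia. Differences of at least 2-fold numbered 9867, 7304 and 10604. Among the 10651 rows with at least 1 TPM in all 3 species, group means under control light correlated across genes with r = 0.786 between F. ramosissima and F. robusta, 0.756 between F. trinervia and F. robusta, and 0.750 between F. trinervia and F. ramosissima. In these rows, 515 genes were at least 4-fold higher and 437 at least 4-fold lower in F. trinervia than in F. robusta.

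The direction of the differences that involve F. ramosissima depended on scaling, and their balance on the genes tested. Among genes with a mean of at least 1 TPM in both species compared, F. ramosissima was higher than F. robusta in 1572 and lower in 5029, and F. trinervia was higher than F. ramosissima in 5843 and lower in 1546. The median log2 difference of F. ramosissima minus F. robusta was −0.26, and 0.27 after median-ratio scaling, which gave 7226 higher and 3981 lower genes (64.5% higher, against 44.3%). Quantile normalization went the other way, with a median of −0.44 and 5148 higher and 8431 lower genes (37.9% higher). For F. trinervia minus F. ramosissima the median went from 0.29 to −0.27, with 4307 higher and 7330 lower (37.0% higher, against 57.2%), and quantile normalization gave a median of 0.46 and 62.2% higher. For F. trinervia minus F. robusta the scaled split was 4697 higher and 4562 lower. Row numbers mattered as well. Among rows numbered up to 19000, 75.8%, 74.9% and 73.9% had a value above 0 in F. robusta, F. ramosissima and F. trinervia, and among rows above that number 52.6%, 99.9% and 53.3% did.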

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

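The splits of each light response in a single species fitted alone, and both tests of the calls in F. robusta and F. ramosissima, were chosen after the result was seen. The light response differed between species by a test of the difference itself in 337 genes for F. ramosissima minus F. robusta, 587 for F. trinervia minus F. robusta and 603 for F. trinervia minus F. ramosissima. In 100 draws of libraries relabelled within each species, the real one included, 6 gave at least 337 genes for F. ramosissima minus F. robusta, with up to 2373 in the others, so chance is not excluded there. For F. trinervia minus F. robusta 3 of 100 draws gave at least 587 genes, with up to 1189 in the others, and for F. trinervia minus F. ramosissima 2 of 100 gave at least 603, with up to 675. These draws remove the light response of both species at once, and the response of F. trinervia was strong. They therefore test for a light response in either species and not for a difference between them. The shares are also not adjusted over the 3 comparisons. Chance is thus not excluded for a difference in response, either for these last 2 counts or for single genes.

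The light responses of single species have only 10 splits of 3 against 3 libraries, too few for a share under 0.05. In F. trinervia 1 of the 10 splits, the real one, gave 1311 genes in the model of all libraries, and the highest other split gave 31. With the species alone 1 of 10 gave 6198 genes and the highest other gave 0. In F. robusta 2 of 10 gave at least the real 404 genes, and the highest other gave 760, with control 2, control 3 and high light 2 on 1 side, which follows the first principal component of that species. With F. robusta alone 2 of 10 gave at least the real 2 genes and the highest other gave 6. In F. ramosissima 2 of 10 gave at least the real 443 genes, and the highest other gave 1139, with control 2, high light 1 and high light 2 on 1 side. With F. ramosissima alone 5 of 10 gave at least the real 4 genes and the highest other gave 10. The splits that gave 760 and 1139 genes in the model of all libraries were those that gave 6 and 10 in the species alone. That model also called genes in these 2 species in simulated data without any change. A structure of the samples other than light was therefore not shown. For the species differences under control light, 1 of 10 splits gave the real count in each comparison, 12481 genes for F. ramosissima minus F. robusta against at most 5 in the others, 9271 for F. trinervia minus F. robusta against 0, and 12993 for F. trinervia minus F. ramosissima against 0.

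The model of all libraries called 404 genes for light in F. robusta and 443 in F. ramosissima, while the species alone called at most 4. A shared estimate of spread over species with unequal replicates is 1 candidate explanation. The 59 and 170 calls in simulated data without any change show that it can add false calls. The 2 and 4 genes of the species alone do not decide it, since that fit also has fewer residual degrees of freedom and tests fewer genes. Species weights, which keep all libraries, still called 157 and 136 genes, against 33 and 70 in simulated data without any change. The simulated errors were independent between genes, so 33 and 70 are not the false-call level of the real libraries. The comparison therefore does not decide whether the shared spread accounts for all calls. A true response too small for these libraries stays open as well. In simulated data with 200 changed genes of at least 5 TPM, the fit of F. robusta alone recovered 0% of 2-fold changes. A low count therefore does not show that the species did not respond.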

How the results depend on the processing

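Species weights, rows up to 19000, genes expressed in both species, both F. trinervia libraries left out, the species alone with a block, and a block of the replicate number alone were added after the data were examined. Where no cause is named, the cause was not tested. Across the 9 counts, 3 correlations and 3 overlaps, 87 values under alternatives other than leaving out a library stayed within 1.5 times the count or within the jackknife error of the correlation, 56 moved further and 3 changed sign. Of the single-gene log2 changes, 7 were called. Under these alternatives, called values stayed called 50 times and lost the call 13 times, values not called stayed so 40 times, and 0 changed sign. TPM keeps no depth, so what depth limits cannot be stated.

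A pseudocount of 0.1 gave 267 light-response genes in F. robusta, and r = 0.0241 between F. ramosissima and F. trinervia. Without a filter, F. ramosissima had 809 light-response genes and that r was 0.00339. A filter at 5 TPM, which tests fewer genes, gave 262 in F. robusta, 259 in F. ramosissima, and species differences of 7312 (F. ramosissima minus F. robusta), 5784 (F. trinervia minus F. robusta) and 7891 (F. trinervia minus F. ramosissima). Median-ratio scaling gave 648 in F. robusta, differences in response of 705 (F. ramosissima minus F. robusta) and 891 (F. trinervia minus F. robusta), overlaps in the same direction of 13 (F. robusta and F. trinervia) and 26 (F. ramosissima and F. trinervia), and r = 0.000843 for the latter pair. Quantile normalization gave 643 in F. robusta, 1004 in F. ramosissima, differences of 744, 906 and 993 (F. trinervia minus F. ramosissima the last), and an overlap of 24 for F. robusta and F. ramosissima.

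Each species alone gave 2 genes in F. robusta, 4 in F. ramosissima and 6198 in F. trinervia. That fit gives each species its own spread, and it also tests fewer genes with fewer residual degrees of freedom. What the fewer genes and degrees of freedom added was not tested. The spread by itself was varied by species weights, which keep all libraries and all tested genes. They moved the counts of F. robusta, F. ramosissima and F. trinervia from 404, 443 and 1311 in the same directions as the species alone. Species weights gave 157, 136 and 7120, differences of 104 (F. ramosissima minus F. robusta) and 1409 (F. trinervia minus F. robusta), and an overlap of 2 for F. robusta and F. ramosissima. Rows numbered up to 19000, which are fewer, gave light responses of 257, 79 and 763, differences in response of 156, 387 and 293, species differences of 5404, 4791 and 5621, and overlaps of 1 (F. robusta and F. ramosissima) and 4 (F. ramosissima and F. trinervia). Genes at 1 TPM or more in both species, again fewer, gave species differences of 6601, 5294 and 7389. Without F. trinervia high light 2 and control 3, the F. trinervia response had 393 genes in the model of all libraries and 8269 in the species alone, the differences had 288 (minus F. robusta) and 346 (minus F. ramosissima), and the overlaps were 13 and 5.

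Replicate numbers did not pair the samples. Deviations of same-numbered high-light and control libraries correlated at 0.099, −0.11 and −0.031 in F. robusta, −0.094, 0.18 and 0.07 in F. ramosissima, and 0.67, −0.6 and −0.59 in F. trinervia, and not every library correlated best with its own number. The replicate block gave 296 genes in F. robusta, 469 in F. ramosissima, 621 in F. trinervia, differences of 506 (F. ramosissima minus F. robusta), 405 (F. trinervia minus F. robusta) and 142 (F. trinervia minus F. ramosissima), and overlaps of 6, 10 and 24. With the block, Gene01202 was not called in F. robusta (limma adjusted p = 0.0573), F. ramosissima (0.0781) or F. trinervia (0.0516), nor Gene24865 in F. ramosissima (0.104). The species alone with the block gave 1, 0 and 3252 genes. The planned block, the number within each species, leaves no species difference to estimate. A block of the number alone gave 12757, 9561 and 13242 genes for the species differences, and the planned gene lists were not run.

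Leaving out 1 library gave 91 to 1051 light-response genes in F. robusta, 267 to 1398 in F. ramosissima and 230 to 1199 in F. trinervia. Differences in response ranged from 112 to 1194 (F. ramosissima minus F. robusta), 128 to 2477 (F. trinervia minus F. robusta) and 117 to 1066 (F. trinervia minus F. ramosissima). Species differences stayed within 1.5 times, at 11273 to 12203, 8134 to 8687 and 12146 to 12706. Pearson's r ranged from −0.167 to −0.0841 (F. robusta and F. ramosissima), −0.177 to −0.0629 (F. robusta and F. trinervia) and −0.0377 to 0.0211 (F. ramosissima and F. trinervia), and the overlaps from 2 to 19, 6 to 62 and 4 to 80. For uncalled single genes, Gene22948 in F. robusta ranged from −0.174 to 0.561 and Gene24280 in F. ramosissima from −0.32 to 1.70 on the log2 scale.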

Other observations

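Of the tests here, that of the row numbers and that of the share of genes that fell were chosen after the result was seen. In F. trinervia, high light replicate 2 and control replicate 3 deviated from their group means together (r = 0.8 across genes), and apart from the other 4 libraries. An exchange of their light labels would make the 2 libraries deviate in opposite directions, and they deviated in the same direction. With the labels exchanged, 0 genes were called in F. trinervia alone by limma, against 6198 as labelled, and the mean correlation within groups was 0.931 against 0.963. These values argue against an exchange. A difference in scale or spread of whole libraries could make them deviate together, and the correlation was still 0.79 after quantile normalization, which argues against it as well. The labels give no day or batch, so a shared condition of these 2 samples stays open, and no biological explanation was tested.

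Rows numbered above 19000 had a value above 0 in at least 1 library for 99.9% of 14940 rows in F. ramosissima, against 52.6% in F. robusta and 53.3% in F. trinervia, while the 15100 rows up to that number gave 74.9%, 75.8% and 73.9%. The pattern is consistent with rows that were assembled or selected separately for F. ramosissima. If so, species differences in rows above 19000 may reflect how the table was built. F. ramosissima was higher than F. robusta in 18.1% and lower in 42.1% of the 9104 tested rows up to 19000, and higher in 39.6% and lower in 31.8% of the 9807 above. The corresponding values for F. trinervia minus F. robusta were 27.8% and 24.3%, and 25.1% and 21.0%. The same doubt covers the light calls of F. ramosissima, of which 303 of 443 lay in rows above 19000. There, 3.09% of tested rows were called, against 1.54% up to 19000. In F. robusta 1.83% and 2.47% were called, and in F. trinervia 6.10% and 7.83%. The tested rows include rows at 0 in every library of F. robusta or of F. trinervia, which cannot be called there. Their lower percentages above 19000 may come in part from such rows. A true difference in gene content between the species was not tested.

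A hypothesis was that genes more abundant in the C4 species than in the C3 species respond to high light in F. trinervia differently from other genes. The tests leave it open. The 1441 genes at least 4-fold higher in F. trinervia than in F. robusta, over both light levels, had a median log2 change of −0.28 in F. trinervia, against −0.29 in 8285 other genes. Both sets together are the 9726 genes with a mean of at least 5 TPM in F. trinervia. Some of the 1441 may be near 0 in F. robusta, and how rows were paired between the species is unknown. The median of the 1441 genes lay at percentile 40.9 of 10000 random lists matched on abundance. The difference of medians had an exact permutation p of 0.6, where 0.1 is the smallest possible. In F. trinervia alone, 125 of these genes rose and 478 fell, against 741 and 3220 of the other genes. The share that fell was 33.2%, against 38.9% of the other genes and a mean of 37.0% in the matched lists, at their percentile 0.02. Fewer calls could also come from a larger replicate spread, since the median standard error was 0.162 in these genes and at most 0.153 in the matched lists. A bound on the median, set before the test, would have ruled the hypothesis out. This bound was set aside only after the result was seen, since a median can stay in place while the share that falls moves. The share that rose was 8.67%, against 8.94% of the other genes and a mean of 9.69% in the matched lists. None of these values settles the hypothesis.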
